A study of Homo sapiens with 4 samples.

How the data were processed

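Binding of the transcription factor RUNX2 was profiled in primary human skin fibroblasts by CUT&RUN, an assay in which an antibody guides protein A–MNase to the bound protein, the enzyme cuts the DNA beside it and the released fragments are sequenced. Per the labels, cells at passages 2 to 5 were left untreated or were exposed for 48 hours to TGF-β, a cytokine that drives fibroblasts towards matrix production. The 4 libraries comprised 2 biological replicates of each condition. Groups were taken from the treatment label and replicate numbers from the titles. The labels do not say whether libraries of the same number share a donor or a day.

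One peak list per library was analysed, so peaks had been called by the authors on each library and not on pooled replicates. The aligner, peak caller, genome build, duplicate handling and any control library are not stated in the labels, and the lists carry no header. Each line of the deposited lists gives an interval, a summit, a score, a fold, a −log10 p-value and a −log10 q-value. All come from the authors' peak caller. The fold was taken as the ratio of fragments over the summit to the number expected there, after adding 1 to each. The smallest −log10 q-values were 2.02, 2.00, 2.00 and 2.01, so every deposited peak had a q-value under 0.01. Scores and q-values were used only to rank, filter or describe peaks within one list. Folds and p-values served in addition to recover fragment numbers and depth, which were compared between libraries. Sequence names and the largest positions match GRCh38, and coordinates are given in that build, counted from 1. No interval occurred more than once in a list.

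Comparisons used the 24 sequences of chromosomes 1 to 22, X and Y. Genes came from the RefSeq table of GRCh38.p14, in which 58957 genes were placed on these chromosomes; 718 further entries with positions on scaffolds were left out. The table gives no strand and no exons, so the distance planned to transcription start sites was measured to the nearer end of any annotated gene, and intron, exon and UTR positions are not given. The genome sequence was not used here. The planned searches for the RUNX motif and for 8 other motifs were therefore not run, and random placements could not avoid assembly gaps. Chromosome lengths were taken as the largest position in the lists and the gene table.

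Depth was recovered from the lists. Folds and p-values were solved together for the number of fragments over the summit and the expected number, under a Poisson model with a pseudocount of 1. The solution gave fragment numbers within 0.01 of a whole number for 99.9% of the peaks in each library. Expected numbers never fell under a floor, and above it they were whole multiples of a fixed step, which is the pattern of a background taken from the library itself over 10 kb. The step gives the mean fragment length, and the floor divided by that length gives fragments per kb of genome. The caller's mode is inferred from the values and is not recorded in the labels. An equation of this kind can have a pair of solutions; the one nearer to a whole number was kept, unless it lay under the floor, which applied to a single peak of TGF-β replicate 2. On 4 simulated lists with 20000 peaks in all, 100% of fragment numbers were recovered and the largest error in depth was 0.0192%. These lists were made under the same model, so they check the solution and not whether the model holds for the deposited lists.

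Groups were compared by exact two-sided permutation of the 4 library labels. The 6 splits of 2 against 2 cannot give a p-value under 0.333. The Jaccard index (base pairs shared over base pairs covered by either list) was compared within and between groups over the 3 ways of forming pairs, for which 0.333 is also the smallest p-value. Overlap was set against 200 random placements of one list within its chromosomes. Peaks that overlapped by at least 1 bp were merged into regions, which were counted as present in both libraries of one group and neither of the other, or in all 4. A pair of gene lists, 27 genes of the TGF-β response and extracellular matrix and 16 genes for RUNX factors and commonly named RUNX2 targets, was searched for summits within 10 kb of a gene end. The number of genes found was ranked among 10000 random lists of protein-coding genes matched on gene length. All genes of both lists were matched in the gene table. Shares carry exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only.

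Alternatives fixed before the data were examined were a −log10 q-value of at least 5, the same number of peaks from each list, all sequences, other definitions of overlap, other windows around genes, random placement within 50 kb, leaving out each library in turn and a replicate block. Others were chosen after seeing the data. One thins each library to the depth of the shallowest by binomial draws, 20 times, and keeps peaks with a −log10 p-value of at least 5.26. Another leaves out gene-free stretches, defined as stretches of at least 1 Mb without an annotated gene; the 32 stretches make up 7.0% of the genome. The text names listed genes with a peak in both libraries of a group, RUNX2 itself, and the 5 best-ranked regions of each class by their worst within-list percentile of −log10 q. Of the TGF-β class, the 3 best-ranked are described; the other 2 are left out because nothing that could bear on a single donor is given. A few regions near genes were chosen after their values were seen. The overlap functions gave the same counts of overlapping peaks as bedtools 2.31.1 in 12 of 12 pairs of lists. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.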

Results

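To compare the genomic sites of RUNX2 in skin fibroblasts with and without TGF-β, peak lists of 2 untreated libraries and 2 TGF-β libraries were examined. The lists held 3130 and 3417 peaks in the untreated libraries and 11619 and 4162 peaks in the TGF-β libraries on chromosomes 1 to 22, X and Y. The recovered depths were 8.14 and 7.11 fragments per kb of genome for the untreated libraries. They were 10.9 for TGF-β replicate 1 and 5.30 for TGF-β replicate 2, so the deepest and the shallowest library both belonged to the TGF-β group. A median peak had 26 and 24 fragments over its summit in the untreated libraries and 20 and 16 in the TGF-β libraries. Mean fragment lengths were 175 and 176 bp in the untreated libraries and 158 and 160 bp in the TGF-β libraries. With 2 libraries per group, no exact test of the groups could give a p-value under 0.333.

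The first comparison asked whether TGF-β changed the number of RUNX2 peaks. Peak number was 3273.5 ± 203 (SD, n = 2) in untreated cells and 7890.5 ± 5273 (SD, n = 2) after TGF-β. The log2 difference was 1.09, with a pooled SD of 0.74 and an exact two-sided permutation p of 0.333. Both TGF-β lists were longer than both untreated lists, but the size of the difference rested on TGF-β replicate 1, without which the log2 difference was 0.35. Covered length was 1157 ± 61.9 kb (SD, n = 2) without TGF-β and 2314 ± 1531 kb (SD, n = 2) with it. Its log2 difference was 0.82 (exact permutation p of 0.333, and of 1 among peaks with a −log10 q of at least 5), close to the pooled SD of 0.73, and it fell to 0.09 without TGF-β replicate 1. Thinning all libraries to equal depth left 2799, 3178, 7682 and 4154 peaks, in the order untreated replicates 1 and 2 and TGF-β replicates 1 and 2, and a log2 difference of 0.92.

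The groups were further apart in where the peaks lay. Gene-free stretches, which were defined after the data were seen, held 72.6% (95% exact interval 71.0 to 74.1) and 65.6% (64.0 to 67.2) of the peaks of the untreated libraries. They held 36.4% (35.5 to 37.3) and 38.9% (37.4 to 40.4) of the peaks of the TGF-β libraries, against 7.0% of the genome. The difference of −31.4 percentage points compares with a pooled SD of 3.67 (exact permutation p of 0.333, the smallest possible). Outside these stretches, 859 and 1174 peaks remained in the untreated lists and 7387 and 2543 in the TGF-β lists. After thinning to equal depth these numbers were 732, 1044, 4296 and 2535, in the same order.

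**Figure D1:**
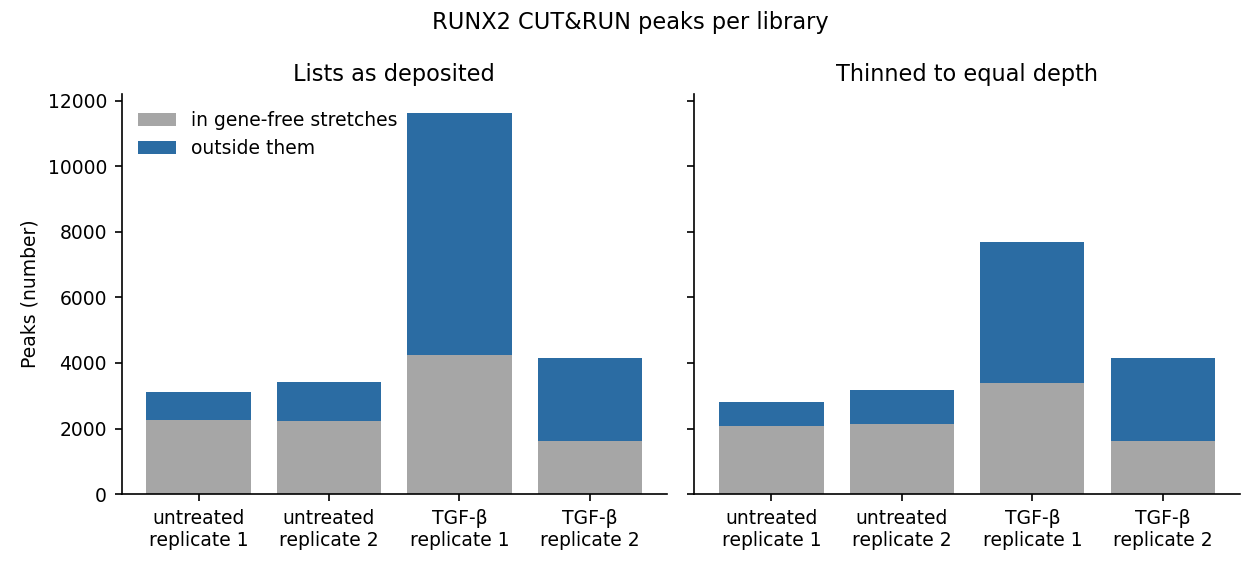
Number of peaks (vertical axis) in each of the 4 libraries, as deposited on the left and as the mean of 20 draws thinned to equal depth on the right; grey marks peaks inside gene-free stretches and blue marks peaks outside them. The part outside is larger in both TGF-β libraries (7387 and 2543 peaks as deposited) than in both untreated libraries (859 and 1174).

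The share of summits within 1 kb of either end of an annotated gene was 4.06% (95% exact interval 3.39 to 4.81) and 7.90% (7.02 to 8.86) in the untreated libraries. It was 14% (13.4 to 14.6) and 19.1% (17.9 to 20.3) in the TGF-β libraries, and 6.04% of the genome lies that close to a gene end. The groups differed by 10.6 percentage points with a pooled SD of 3.20 (exact permutation p of 0.333). The same number of peaks from each list gave the lowest difference, 4.92 points, with an exact permutation p of 0.667. Outside the gene-free stretches the shares were 14.8% and 23% without TGF-β and 22% and 31.3% with it. These ranges overlap, and the difference of 7.74 points had an exact permutation p of 0.667.

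Replicates were then compared with libraries of the other group. The Jaccard index was 0.467 between the untreated libraries and 0.253 between the TGF-β libraries. Between groups it was 0.253 and 0.351 for untreated replicate 1 against TGF-β replicates 1 and 2, and 0.263 and 0.369 for untreated replicate 2. The mean within groups exceeded the mean between groups by 0.0514 (exact permutation p of 0.333 over 3 pairings). The TGF-β replicates therefore overlapped no more than several pairs of libraries from different groups, and without untreated replicate 1 or 2 the difference changed sign, to −0.0624 and −0.0489. All 6 pairs overlapped more than random placements, with a median ratio of 738 (range 526 to 965) and a permutation p of 0.00498 in each pair, the smallest that 200 placements can give. When peaks were placed at random within 50 kb of their own position, the median ratio was 16.9.

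Merging gave 13431 regions. Of these, 1510 held a peak in all 4 libraries, 1031 in both TGF-β libraries and neither untreated library, and 67 in both untreated libraries and neither TGF-β library. Other pairs formed from the same libraries gave 492 regions for untreated replicate 1 with TGF-β replicate 1, and 29 for the remaining libraries. They gave 530 for untreated replicate 2 with TGF-β replicate 1, and 24 for the remaining libraries. With the 3130 best peaks of each list, 261 regions were in the TGF-β lists alone and 307 in the untreated lists alone, so the order of the groups was not kept when list lengths were equal. After thinning to equal depth the counts were 798 and 92.4. Gene-free stretches held 70.4% (95% exact interval 68.0 to 72.7) of the regions in all 4 lists and 91.0% (81.5 to 96.6) of the untreated regions, but 14% (11.9 to 16.2) of the TGF-β regions. Within 1 kb of a gene end lay 4.97% (3.93 to 6.19), 1.49% (0.0378 to 8.04) and 24.2% (21.6 to 26.9) of these classes, respectively.

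**Figure D2:**
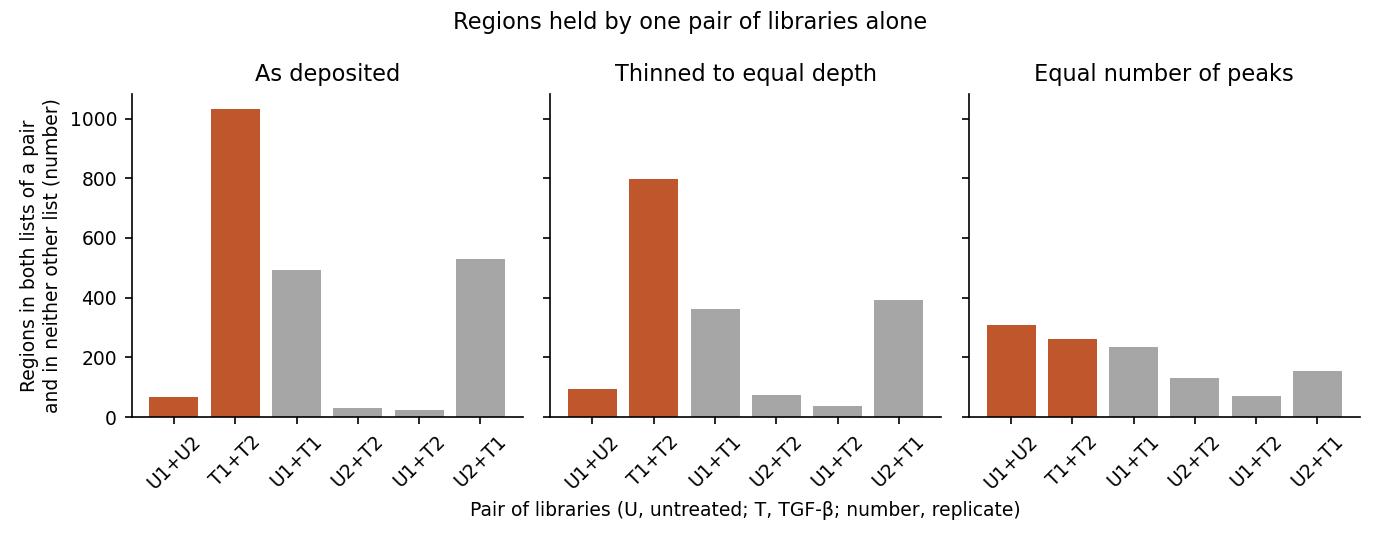
Number of merged regions (vertical axis) with a peak in both lists of a pair of libraries and in neither other list, for the 6 pairs (horizontal axis; U, untreated; T, TGF-β; the number is the replicate); orange marks pairs of replicates and grey marks pairs across groups. The TGF-β pair is highest as deposited (1031 regions) and thinned (798), whereas with equal numbers of peaks it has 261 against 307 for the untreated pair.

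The best-ranked region in all 4 lists was at chromosome 1, 125178852 to 125180720, in a gene-free stretch 3607 kb from the pseudogene EMBP1, with 8562 and 7987 fragments over the summit in the untreated libraries and 11246 and 5549 in the TGF-β libraries. The next was at chromosome 5, 49601133 to 49603020, 793 kb from EMB, with folds of 21.2, 21.5, 23.9 and 23.2 in the same order of libraries. The other regions of this class were at chromosome 1, 143202431 to 143202901 and 143214211 to 143215429, near LOC101929814, and at chromosome 10, 41859244 to 41861001, near KSR1P1. All 5 lay in gene-free stretches.

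Among the TGF-β regions, the best-ranked was at chromosome 1, 143207040 to 143207219, in a gene-free stretch 92.3 kb from the lncRNA gene LOC101929814. It had 1018 and 482 fragments over the summit where 317 and 143 were expected, with folds of 3.21 and 3.35. It lay between regions in all 4 lists, at 143202431 to 143202901 and 143214211 to 143215429. The untreated libraries had 3453 and 3584 fragments over the summit of the former and 4540 and 4429 over that of the latter. The absence of the best-ranked region from the untreated lists therefore does not make the surrounding signal specific to TGF-β. Another TGF-β region lay at chromosome 1, 143256765 to 143256945, in the same gene-free stretch, with folds of 2.94 and 2.60. The region at chromosome 14, 65791578 to 65791842, was outside the stretches, 0.847 kb from the lncRNA gene LOC107984641, and had folds of 28.0 and 22.7. A region at chromosome 6, 7389843 to 7390324, which overlaps the protein-coding gene RIOK1 (chosen after its values were seen), had 31 and 21 fragments against 2.66 and 1.11 expected.

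All 5 best-ranked untreated regions lay in gene-free stretches. They were at chromosome 14, 17218569 to 17218869, chromosome 19, 27184282 to 27184602 and 26673464 to 26673753, chromosome 1, 122527137 to 122527542, and chromosome 10, 40587846 to 40588161, and genes nearest to the last 4 were LOC105372345, EMBP1 and KSR1P1. The first had folds of 7.35 and 7.72, and its worst percentile within a list was 36.7, so the strongest peaks of the untreated lists were not specific to them.

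The series addresses RUNX2 target genes in fibrotic responses, and a pair of fixed gene lists was examined. Of the 27 fibrosis genes, 0 and 1 had a summit within 10 kb of a gene end in the untreated libraries and 7 and 3 in the TGF-β libraries. These counts ranked at percentiles 38.3 and 70.5 (untreated) and 93.5 and 79.4 (TGF-β) of random lists. Of the 16 genes of the RUNX2 list, 1 and 0 had one in the untreated libraries and 3 and 1 in the TGF-β libraries, at percentiles 91.8, 35.3, 71.1 and 51.8. Over all protein-coding genes the share with a peak was 0.977% and 2.20% without TGF-β and 14.1% and 6.65% with it. No list reached the 95th percentile in any library.

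COL1A1 and LTBP2 were the fibrosis genes with a summit within 10 kb of a gene end in both TGF-β libraries, and neither had one in an untreated library. At COL1A1 the strongest such peaks lay outside the gene at chromosome 17, 50210293 to 50210866 in replicate 1 and 50210601 to 50210909 in replicate 2, with 33 and 22 fragments against 4.57 and 2.42 expected. Replicate 1 also had a peak within COL1A1, at 50200339 to 50200620, with a fold of 5.56. The LTBP2 peaks at chromosome 14, 74618469 to 74618670 and 74618639 to 74618833, also outside the gene, had 18 and 14 fragments against 4.63 and 2.51 expected. Their −log10 q-values were 3.31 and 3.67, under the stricter threshold of 5, against 14.3 and 10.7 for the strongest COL1A1 peaks. Within the gene or 5 kb on either side, other fibrosis genes had peaks in both TGF-β libraries, chosen here after the values were seen. SMAD3 had 4 and 3 peaks and 0 in each untreated library. The strongest SMAD3 peaks did not overlap, at chromosome 15, 67144958 to 67145122 in replicate 1 and 67178477 to 67178651 in replicate 2. Overlap of the other SMAD3 peaks is not given here. TGFBR2 and COL5A1 each had 1 peak in both TGF-β libraries and 1 in a single untreated library. The TGFBR2 peaks of the TGF-β libraries overlapped. Those of COL5A1 did not, at chromosome 9, 134662420 to 134662682 in replicate 1 and 134729556 to 134729814 in replicate 2. The COL5A1 peak of TGF-β replicate 1 overlapped that of untreated replicate 2, at 134662432 to 134662690. MMP2, of the RUNX2 list, had peaks within the gene at chromosome 16, 55487350 to 55487876 and 55487320 to 55487582, with folds of 7.70 and 9.14. A peak at 55487391 to 55487582 was also present in untreated replicate 1, with a fold of 6.31, so MMP2 was not specific to the TGF-β lists. RUNX2 itself had no peak within 10 kb of a gene end in any of the 4 libraries. Within the gene, however, which spans chromosome 6, 45328330 to 45551082, each TGF-β library had 2 peaks and each untreated library had 0. The stronger ones overlapped, at 45438993 to 45439463 and 45438974 to 45439386, with 41 and 24 fragments against 3.53 and 1.54 expected. A missing peak at these depths does not exclude binding.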

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

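The tests in this part were chosen after the results were seen. Sequences outside chromosomes 1 to 22, X and Y (unplaced and unlocalised scaffolds, alternate loci and mitochondrial DNA) were left out of the main comparisons and entered only the alternatives that used all sequences. They held 823 peaks in TGF-β replicate 1 and 482 in TGF-β replicate 2, above the 422 and 436 of the untreated libraries. As a share of the list the order is the opposite: 6.61% and 10.4% in the TGF-β libraries against 11.9% and 11.3% in the untreated ones. Depth was weighed as an explanation by thinning every library to the depth of the shallowest, which left 388, 422, 645 and 482 such peaks (untreated replicates 1 and 2, TGF-β replicates 1 and 2). TGF-β replicate 1 then still had 1.53 times the count of the higher untreated library, with an exact binomial p of 9.06e-12. That p-value takes peaks as independent counts, and it compares these libraries and not the conditions. The ratio argues against depth as the whole cause in that library. TGF-β replicate 2 had 1.14 times the count of the higher untreated library. Its surplus was near counting error, with an exact binomial p of 0.137 as deposited and 0.0497 after thinning, and as the shallowest library it cannot owe a surplus to depth, so for it the test decides little. An effect of TGF-β stays open and was not tested beyond these counts. Reads shared between scaffolds and near-identical sequence on the chromosomes were not tested, because the lists do not show how multiply mapped reads were handled.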

How the results depend on the processing

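Thinning, the gene-free stretches and their combination were chosen after the data were seen. No design here can pass a threshold of 0.05 for a group difference, so a p-value that stays at its smallest says nothing about stability.

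The log2 difference in peak number stayed above 0 in each alternative, from 0.35 to 1.83 across the 4 comparisons that each left out one replicate; the lowest was without TGF-β replicate 1. That in covered length ranged from 0.09 to 1.56 across such comparisons and was −0.00361 with the same number of peaks from each list, where the alternative itself removes the difference in list length. The exact permutation p for covered length rose from 0.333 to 1 under that alternative and with a −log10 q of at least 5, so the groups no longer separated. The differences in shares near gene ends and in gene-free stretches kept their sign in each alternative, from 8.01 to 13.1 and from −34.9 to −28.0 points with one replicate left out. With the same number of peaks they were 4.92 points (exact permutation p of 0.667, the groups no longer separated) and −16.0 points.

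The within-minus-between difference in overlap ranged from −0.0624 to 0.209 when one replicate was left out, reversed at −0.0624 and −0.0489 without untreated replicates 1 and 2, and was −0.000714 when summits within 200 bp counted as shared; the cause was not tested. It shrank to 0.00253 as the share of the shorter list's peaks and to 0.00121 with overlap by at least 50% of the shorter peak. Outside the stretches it was 0.0937. Overlap above chance fell from a ratio of 738 to 16.9 with placement within 50 kb.

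With the same number of peaks from each list, TGF-β regions numbered 261 and untreated regions 307, which reverses their order. Thinned and outside the stretches there were 670, 8 and 409 regions in the TGF-β lists alone, the untreated lists alone and all 4. Outside the stretches without thinning, untreated regions numbered 6 and regions in all 4 lists 447. Leaving out one replicate gave 1217 to 8057 TGF-β regions, 87 to 519 untreated regions and 1531 to 1958 regions in all remaining libraries. Fewer libraries per class raise such counts by construction.

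Of the fibrosis genes, both TGF-β libraries had a peak at 1 (COL1A1) with a −log10 q of at least 5, 1 with the same number of peaks, 1 after thinning and 10 within 50 kb. Within the gene or 5 kb on either side there were 3 (SMAD3, TGFBR2 and COL5A1), none of them COL1A1 or LTBP2. Both untreated libraries had one at 1 within 50 kb. Leaving out one replicate gave 2 to 7 and 0 to 1. For the RUNX2 list, within 50 kb there were 4 genes in both TGF-β libraries and 1 in both untreated libraries. Counting the gene or 5 kb on either side gave 3 (RUNX1, RUNX2 and MMP2) and 1 (RUNX1). Leaving out one replicate gave 1 to 3 and 0 to 1.

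With replicate number as a block, the differences stayed at 1.09 (log2 peak number), 0.82 (log2 covered length), 10.6 points near gene ends and −31.4 points in gene-free stretches, with an exact sign-flip p of 0.5, the smallest possible. The equality follows from the construction. Over the 1510 regions in all 4 lists, deviations of same-numbered libraries correlated at r = −0.0772, and 2 pairs do not establish a pairing. Counting every line as a peak changed nothing because no interval was repeated. The motif alternatives were not run. In the shallowest library a median peak rests on 16 fragments, which limits what a missing peak says.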

Other observations

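The tests in this part were chosen after the results were seen, except the comparison with the same number of peaks from each list, which was fixed before the data were examined. Both TGF-β lists held more peaks outside gene-free stretches than both untreated lists. Sequencing depth as the whole cause is argued against: after thinning to equal depth, the lower TGF-β library still had 2.43 times as many such peaks as the higher untreated library, and TGF-β replicate 2 was the shallowest library. Whether repeats took a larger share of the fragments in the untreated libraries stays open. The median log2 ratio of fragments per unit of depth (TGF-β to untreated) over 1063 shared regions inside the stretches was 0.00936, within the replicate difference of 0.17, but it covers only regions already called in all 4 lists. Over the 447 such regions outside the stretches the median was 0.23, against replicate differences of 0.19 and 0.02. Fragment length stays open too. It was lower by 16.3 bp on average with TGF-β (a difference of −16.3 bp, with SDs of 1.07 and 1.62), so shorter fragments, a batch of library preparation or a difference between donors that goes with the groups, and a response to TGF-β cannot be told apart. No control library was used here, so more open chromatin near genes may also contribute and was not tested.

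More regions were found in the TGF-β lists alone than in the untreated lists alone. The long list of TGF-β replicate 1 was weighed as the sole cause. Outside the stretches and after thinning, the TGF-β pair had 5.09 times as many regions of its own as the largest count for a pair of different groups. The ratio was 4.29 outside the stretches without thinning, 2.04 over all regions after thinning and 1.95 as deposited, which go against it, but 1.12 with the same number of peaks from each list, so it is not excluded. A difference between donors stays open, since the labels do not say whether the groups share them. With the same number of peaks the counts in the TGF-β and the untreated lists alone were 261 and 307. That alternative keeps the strongest peaks of the longer lists. Peaks inside gene-free stretches had more fragments over the summit (medians of 28, 26, 30 and 22) than peaks outside them (23, 18, 17 and 13), in the order untreated replicates 1 and 2 and TGF-β replicates 1 and 2.

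Of the 1510 regions in all 4 lists, 1063 lay in gene-free stretches. A candidate explanation was that reads of repeated sequence had been piled onto few copies in the assembly. The test set a local background around peaks inside the stretches of over 1.5 times that around peaks outside, in every library. The ratios were 1.31 and 1.48 in the untreated libraries and 1.72 and 1.46 in the TGF-β libraries, so 3 of 4 missed the value set. All 4 exceeded 1, the direction the explanation needs, and the 1.5 was not derived from a model, so the test neither bears the explanation out nor excludes it. The 5 best-ranked shared regions had from 53.4 to 1244 expected fragments against floors of 0.849 to 1.72, but clustered binding would raise local background too. No biological explanation was tested.

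Median peak width was 267 and 262 bp in the untreated lists and 220 and 215 bp in the TGF-β lists. In regions of all 4 lists it was 338 and 336 bp against 377 and 276.5 bp in the TGF-β libraries. For TGF-β replicate 1 the lowest untreated width minus its own was −41 bp, so its peaks were not narrower in the shared regions. Its narrower peaks may come from the other regions of its list. It was also the deepest library, and an effect of depth on width was not tested, so this value does not settle the cause. For TGF-β replicate 2 the lowest untreated width minus its own was 59.5 bp, so its peaks were narrower in the shared regions too and the other regions do not account for it. Its lower depth and the shorter fragments of the TGF-β libraries stay open there.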
